A study of Mus musculus with 18 samples. Its data were reported in "The GCKR-P446L gene variant predisposes to raised blood cholesterol and lower blood glucose in the P446L mouse-a model for GCKR rs1260326" (2023).

How the data were processed

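The data were RNA-sequencing libraries of liver from 18 mice kept on standard rodent diet, 1 library per mouse. The mice carried either the wild-type (PP) or the knock-in (LL) form of GKRP, the product of Gckr, in which a proline is replaced by a leucine. The authors extracted RNA with Trizol, purified it on columns with DNase digestion and sequenced samples that passed an RNA integrity limit. Reads were checked for quality by the authors and were not trimmed. The authors assigned the reads to GENCODE mouse transcripts (release M26, genome build GRCm39) with Salmon, a tool that shares reads between transcripts by a likelihood model. The Salmon version and the sequencing layout were not stated.

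Each deposited table listed 139225 transcripts with their length, the effective length, a scaled abundance (TPM) and the estimated count. The estimated counts deposited by the authors were not scaled between libraries, and 90.8% of the values above 0 were not whole. The TPM values, also computed by Salmon for the authors, are scaled to the same total in every library. The effective length is the transcript length less a quantity that Salmon takes from the fragment length distribution of the library. The difference between the 2 lengths, taken as the median over transcripts of at least 3000 bases, was used here as the fragment length of a library.

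Transcripts were joined to genes through the GENCODE M39 annotation of GRCm39, which is a later release than the one used by the authors. It held 137570 of the 139225 transcripts, and at the lowest 99.76% of the estimated counts of a library were on these. The remaining 1655 transcripts were left out of gene sums and tests. Estimated counts were summed over the transcripts of each of 52230 genes and rounded to whole numbers. Coordinates are those of the M39 annotation. Total estimated counts per library ranged from 3794671 to 6613905. A gene at a mean of a few normalized counts therefore carries a wide counting error, and genes with fewer than 10 counts in all but 3 or fewer libraries were not tested. This left 10938 genes with at least 10 counts in at least 4 libraries.

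Libraries were grouped by the sex and genotype in the labels into male PP (n = 4), male LL (n = 4), female PP (n = 5) and female LL (n = 5). Numbers after a group name are those of the labels and only name mice. The labels give ages of 9 to 14 weeks for single mice, while the description of the series gives 14 weeks for all. Age was therefore tried as a term. Every pair of libraries within a group differed by more than sampling noise, with a chi-square per degree of freedom from 12.3 to 107 over genes, so no library was counted as a repeat of another.

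Differential expression was tested with DESeq2 1.42.0 in R 4.3.3, as in the methods of the study, with median-of-ratios size factors and the Wald test. All 18 libraries entered 1 fit with the 4 groups as levels. Differentially expressed genes (DEGs) had a Benjamini-Hochberg adjusted P below 0.05 and a fold change of at least 1.3 or at most 0.7. The contrasts were male LL against male PP, female LL against female PP, female PP against male PP, female LL against male LL and the genotype by sex interaction, for which no fold limit was used. An adjusted P that DESeq2 left empty through independent filtering was kept empty. Errors of log2 fold changes are standard errors (SE), and other errors are standard deviations (SD) over mice. Differences in single values between groups of mice were tested with two-sided exact permutation tests on the difference in means.

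The fit was tested on simulated counts with the means, library sizes and DESeq2 dispersions of the real libraries. In these, 200 of the 10938 genes, drawn only from genes above a minimum mean count, were changed by 2-fold. Over 5 simulations of the male contrast, DESeq2 recovered 71.8% of the changed genes with 15.4 false calls on average, and edgeR 4.0.16 recovered 62.6% with 4.8 false calls. For the female contrast the shares were 79.5% with 17 false calls and 71.2% with 5.8 false calls. With no gene changed, DESeq2 made 6.4 calls on average in the male and 4.4 in the female contrast, and edgeR made 0 in either contrast.

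The Mup level of a mouse was the mean, over genes named Mup with a number and with a mean normalized count of at least 10, of the normalized count as a percent of the male PP mean. The share of the squared distance between mice that went with genotype was computed within each sex from the 500 most variable genes, with every split of the mice as the reference. Gene lists were tested with limma 3.58.1 (voom weights and the fry rotation test), and the 30 tests of 10 lists in 3 contrasts were adjusted together. The lists were cholesterol synthesis, lipogenesis, targets of PPARα, female-biased and male-biased liver genes, acute-phase genes, clock output genes, clock genes of the opposite phase, and 6 targets of the transcription factor ChREBP that the study picked from these same libraries. Of 128 entries, 122 were tested. To find genes that share reads, the share of the 31-base words of each gene that also occur in transcripts of another gene was counted over a fixed sample of words.

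The genes named were fixed by rule. They were Gckr, 5 sex-check genes, the genes the study named for these mice, the up to 5 higher and 5 lower DEGs with the largest fold change in the male, female and PP sex contrasts among those with a mean of at least 100 normalized counts and no overlap between the libraries compared, up to 5 interaction genes by adjusted P, and list members that were DEGs. Any other gene named was chosen after its values were seen. Some genes that met the rule, and 1 of the 10 lists, are not reported here.

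The design, the tests, the gene lists, the naming rule and most alternatives were fixed before the data were examined. These alternatives were edgeR's quasi-likelihood test with TMM factors, TMM factors within DESeq2, no low-count filter, the adjusted P without the fold limit, the average transcript length as an offset, the libraries of the 2 groups alone, age as a term, the replicate number as a block, and each library left out in turn. For the Mup level they were the summed count, TMM scaling, a higher count minimum, the length offset and the median over mice, and for lists the camera test with an estimated correlation. The fragment length as a term and DESeq2 without independent filtering were added after seeing the data. So were the comparison of the 31 most changed male genes with the sex DEGs and the assignments of the males to reference and other mice. Scripts in Python 3.11.15 used numpy 2.4.6 and pandas 2.3.3.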

Results

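Liver transcriptomes were measured in 18 mice to ask how the LL form of GKRP changes gene expression in each sex. GKRP is the product of Gckr. There were 4 male PP, 4 male LL, 5 female PP and 5 female LL mice. Total estimated counts per library were 5593370 ± 1245227 (SD, n = 4) in male PP, 4987634 ± 825412 (SD, n = 4) in male LL, 5612280 ± 656383 (SD, n = 5) in female PP and 4775316 ± 780824 (SD, n = 5) in female LL mice. They did not differ by genotype in males (p = 0.457) or females (p = 0.111; exact permutation tests). The 10 most abundant genes took up to 36.7% of the counts of a library.

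The edited gene was compared first. Gckr (ENSMUSG00000059434, chromosome 5, 31454787 to 31484658) had 518 ± 82.2 normalized counts in male PP and 478 ± 24.6 in male LL mice (SD, n = 4 each), and 611 ± 114 in female PP and 592 ± 60.6 in female LL mice (SD, n = 5 each). The log2 fold change by LL genotype was -0.12 ± 0.15 (SE) in males and -0.05 ± 0.13 in females, with DESeq2 adjusted P of 0.860 and 0.915. Neither difference was larger than the spread between mice. The substitution changes a codon, so the counts do not identify the genotype. Most of the Gckr estimate, 55.5% on average, was on the transcript Gckr-202. Its share was 54.5% ± 10.8 in male LL and 63.0% ± 5.35 in male PP mice (SD, n = 4 each, exact permutation p = 0.2). In females it was 49.1% ± 5.01 in LL and 56.6% ± 2.90 in PP mice (SD, n = 5 each, exact permutation p = 0.0238). The share of TPM on the same transcript did not differ between female LL and PP mice, 32.9% ± 10.2 against 33.3% ± 5.95 (SD, n = 5 each, exact permutation p = 0.889). The TPM share is itself unstable, as Gckr-203, of 372 bases and at most 46.4 estimated counts, held from 0% to 49.6% of it. Fragment length also differed by genotype in females, as described below, and was not separated from the difference in the share of counts.

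The sex of each library matched its label. Xist, the X inactivation transcript, had 2425 ± 283 normalized counts in female PP and 1.72 ± 2.28 in male PP mice. The Y-linked Eif2s3y had 200.2 ± 20.9 normalized counts in male PP and 209 ± 21.1 in male LL mice and 0 in all 10 female libraries. Ddx3y had 167 ± 49.9 in male PP and 155 ± 34.6 in male LL mice and was near 0 in females, as were Kdm5d, with 47.4 ± 6.74 in male PP, and Uty, with 43.4 ± 11.0 (SD).

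Sex was the main axis of variation. The first principal component of the 18 libraries held 42.9% of the variance and separated males from females, and the second held 9.52%. Within males, genotype accounted for 14.5% of the squared distance between mice, as much as in 12 of the 35 splits of the 8 males (exact permutation p = 0.343). Within females it accounted for 17.6%, reached by 4 of 126 splits (exact permutation p = 0.0317). All tested genes gave 15.9% in males (exact permutation p = 0.229) and 18.3% in females (exact permutation p = 0.0238). The female p was above 0.05 in 7 of the 10 fits that each left out a female library, and without female LL 4 the share was 16.7% (exact permutation p = 0.103). Without female PP 4 the share was 23.2% (exact permutation p = 0.00794). Fragment length also differed between female PP and female LL libraries, as described below. This test did not separate the 2, so the female share cannot be credited to genotype alone.

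In male mice 31 genes were DEGs by LL genotype, 23 higher and 8 lower, out of 10938 tested. At an unadjusted p below 0.05 there were 854 genes. Independent filtering in DESeq2 gave an adjusted P to 3301 of the genes tested. Without that step 30 genes were called, 18 of them among the 31. The count moved most with edgeR's quasi-likelihood test, which called 3 genes (Elovl5, Lepr and Rasal2, the last named only for this), 1 of them among the 31. It was 60 without male LL 4 and 20 without male PP 2.

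Among the higher genes in male LL mice, Elovl5 (ENSMUSG00000032349, chromosome 9, 77818113 to 77891802), a fatty acid elongase, rose from 683 ± 160 to 1898 ± 468 normalized counts (SD, n = 4 each). Its log2 fold change was 1.47 ± 0.22 (SE; DESeq2 adjusted P = 9.05e-08), and it kept an adjusted P below 0.05 under all 27 alternatives, up to 0.0382. Scd1 (ENSMUSG00000037071, chromosome 19, 44382894 to 44399154) rose from 12786 ± 4229 to 35514 ± 3429 (log2 fold change 1.47 ± 0.35, DESeq2 adjusted P = 0.00446). Its adjusted P ranged up to 0.342, and it lost its call in 9 of 27 alternatives. Cyp17a1 (ENSMUSG00000003555, chromosome 19, 46655604 to 46661611) rose from 43.1 ± 16.2 to 205 ± 168 (log2 fold change 2.24 ± 0.52, DESeq2 adjusted P = 0.00441, up to 0.183 over the alternatives). Mfsd2a and Apoa4 had log2 fold changes of 1.69 ± 0.36 and 1.45 ± 0.29 (DESeq2 adjusted P = 0.00155 and 0.000723). Cyp4a14 (ENSMUSG00000028715, chromosome 4, 115343397 to 115353344) had the largest log2 fold change of the 31 genes, 3.98 ± 0.70 (DESeq2 adjusted P = 1.87e-05, up to 0.0626 over the alternatives). It ranged from 106 to 2486 normalized counts in the male LL mice and from 10.5 to 153 in the male PP mice, so these overlapped. Ehhadh had a log2 fold change of 0.84 ± 0.24 (DESeq2 adjusted P = 0.0458) and lost its call in 11 of 27 alternatives.

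Among the lower genes in male LL mice, Saa1 and Saa2 had log2 fold changes of -3.33 ± 0.69 and -3.74 ± 0.83 (SE; DESeq2 adjusted P = 0.000723 and 0.00266). Their male PP means of 3990 ± 5760 and 1987 ± 3349 normalized counts (SD, n = 4) rested on male PP 2. Without that library the log2 fold changes were -1.50 (DESeq2 adjusted P = 0.00914) for Saa1 and -1.07 (DESeq2 adjusted P = 0.420) for Saa2. These genes shared 43.6% and 48.2% of their 31-base words with other genes, so their separate values are uncertain. Lbp (ENSMUSG00000016024, chromosome 2, 158148409 to 158174800) fell from 302 ± 98.9 to 149 ± 31.7 normalized counts (log2 fold change -1.02 ± 0.21, DESeq2 adjusted P = 0.000723, up to 0.113 over the alternatives). Ern1, Prg4, C4b and Ldhd had log2 fold changes of -0.66, -0.62, -0.61 and -0.58, and C4b shared 41.0% of its words with other genes. The calls were lost in 12 of 16 alternatives for Ern1, 11 of 16 for Prg4, 9 of 27 for C4b and 4 of 27 for Ldhd.

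Some genes that the study named for these mice were not called. Enpep had a log2 fold change of 0.43 ± 0.19 (SE; DESeq2 adjusted P = 0.339, from 0.00233 to 0.977 over the alternatives). Lepr rose from 4.02 ± 1.29 to 31.2 ± 20.7 normalized counts in males (log2 fold change 2.96 ± 0.52, unadjusted p by DESeq2 = 1.39e-08) and had no adjusted P because of independent filtering. In the 13 alternatives that gave one, it lay between 4.58e-05 and 0.0468. Tns3 (log2 fold change 0.70 ± 0.18) and Nup54 (-0.29 ± 0.23) had no adjusted P for the same reason. Over alternatives the adjusted P of Tns3 lay between 0.0111 and 0.216, and that of Nup54 between 3.94e-07 and 1. For Nup54 the lowest value came with the length offset. Mup18 had a log2 fold change of -2.37 ± 0.72 and an adjusted P of 0.0763, from 0.0302 to 0.506 over the alternatives. It shared 90.3% of its words with other genes.

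The male genotype difference was set beside the difference between the sexes. Between female PP and male PP mice 705 genes were DEGs, 402 higher in females and 303 lower, and 1913 genes had an unadjusted p below 0.05. Between female LL and male LL mice there were 669 DEGs, of which 364 were higher in females. The same genes with the same sign numbered 301, while 404 were called only in PP and 368 only in LL mice. The most changed genes with enough counts were from the Mup and cytochrome families. Cyp2a4 had 3457 ± 1410 normalized counts in female PP and 3.02 ± 1.77 in male PP mice, Cyp2b9 1558 ± 341 and 2.26 ± 3.86, and A1bg 592 ± 777 and 0.262 ± 0.525. Cyp4a12a and Cyp4a12b had log2 fold changes of -8.11 and -7.16, and Mup7, Mup20 and Mup8 of -8.60, -6.68 and -6.63. Most of these members of gene families share reads with near copies, from 24.7% of words in Cyp2b9 to 97.0% in Mup8, so values of single members are uncertain. A1bg was an exception, with 0.143% of words shared.

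Of the 31 male DEGs by LL genotype, 19 were also DEGs between female PP and male PP mice with the same sign, 16 of the 23 higher and 3 of the 8 lower genes, and 0 had the opposite sign as DEGs. Both contrasts use the male PP libraries, so a shared count is raised with no effect at all. In 40 simulations with an unchanged male LL group 0 to 9 male DEGs were called, so the 31 genes with the smallest p were compared instead. Of these, 22 were sex DEGs of the same sign, against a simulated median of 9 and maximum of 14, and 93.5% had the same sign, against a simulated maximum of 90.3%. In the 70 assignments of the 8 males to 4 reference and 4 other mice, a reference chosen after the result was seen, the real one gave the highest number, with a median of 12 and a maximum of 19 in the others. The number of shared DEGs was at least 19 in 3 of the 70 assignments, the real one included, and the same-sign share was at least 93.5% in 3 of the 70 as well. Over the sex DEGs the correlation across genes of the 2 contrasts was 0.60, against a simulated median of 0.36 and maximum of 0.48. Genes are not independent replicates. Over all genes it was 0.42 against a simulated median of 0.32, and 2 of the 40 simulations were as high. The sex contrast taken from LL mice shares the male LL libraries, which pulls the other way. There 13 of the 23 higher and 4 of the 8 lower genes had the same sign, 9 of them as DEGs, and 2 others were DEGs of the opposite sign. With edgeR only 3 male DEGs were called, and all 3 were DEGs of the same sign between female PP and male PP mice.

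**Figure D1:**
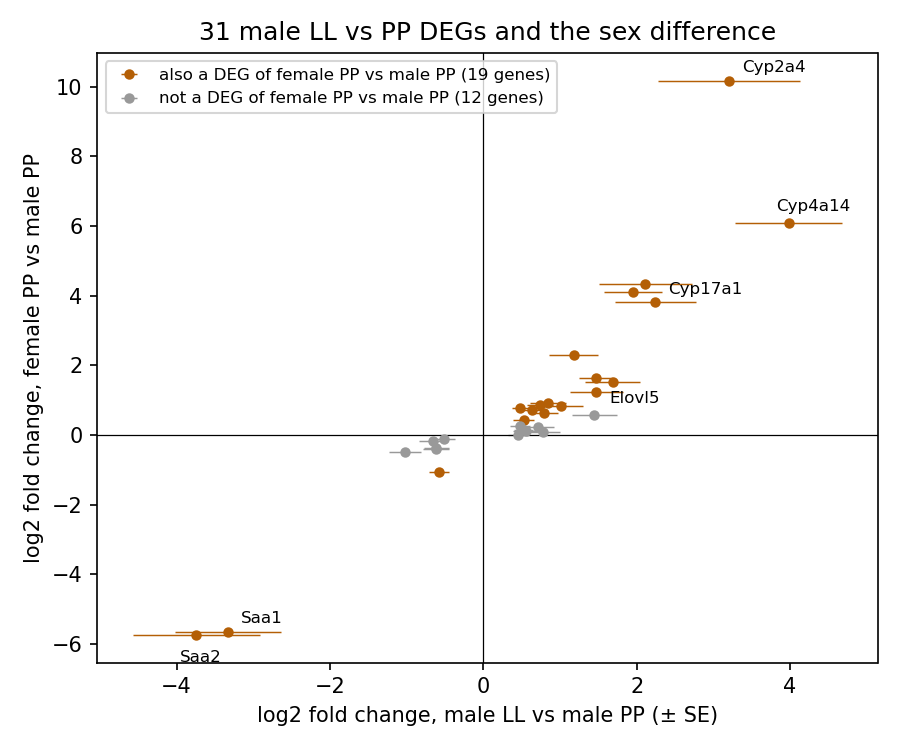
Log2 fold change of the 31 male DEGs in male LL against male PP mice (x axis, bars are SE) and in female PP against male PP mice (y axis). Orange points are the 19 genes that are DEGs in both contrasts, all of which lie in the quadrants of equal sign, and grey points are the other 12 genes.

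The major urinary protein (Mup) genes are a cluster on chromosome 4 that is expressed more in male than in female liver. Averaged over 21 Mup genes, male LL mice had 47.0% ± 11.0 of the male PP level, against 100% ± 8.88 in male PP mice (SD, n = 4 each, exact permutation p = 0.0286, the smallest that 4 against 4 mice can give). Female PP mice had 11.9% ± 7.56 (SD, n = 5), lower than male PP mice (exact permutation p = 0.00794), and female LL mice 7.93% ± 2.53 (SD, n = 5), which did not differ from female PP mice (exact permutation p = 0.341). Without male PP 4 female PP mice had 33.0% ± 51.3 of the male PP level (SD, n = 5, exact permutation p = 0.143). That value came from the scaling of 1 gene, Mup10, in female PP 1. With all 18 libraries every female PP mouse was at or below 23.0%, and all 21 genes were lower in female PP than in male PP mice. As reads are shared within the family, and 16 of the 21 genes have over 50% of their words in other genes, the sum over the 21 genes was also taken. The summed count was 54.0% ± 13.4 in male LL mice (SD, n = 4, exact permutation p = 0.0286). All 21 genes were lower on average in male LL than in male PP mice under the DESeq2, TMM and length-offset scalings. No single Mup gene was a male DEG, 8 had an unadjusted p below 0.05, and 18 had an adjusted P, the smallest being 0.0763. Mup genes took 25.8% ± 3.77 of the counts in male PP and 15.3% ± 3.26 in male LL mice (SD, n = 4 each).

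**Figure D2:**
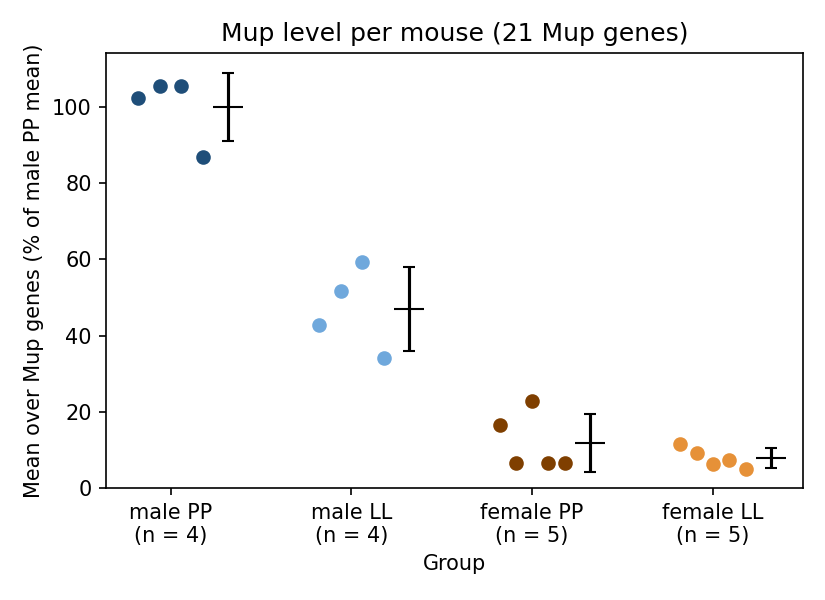
Mup level of each mouse, as the mean over 21 Mup genes in percent of the male PP mean (y axis), by group (x axis). Points are mice and bars are the mean and SD, and the 4 male LL mice lie between 34.2% and 59.4%, below the lowest male PP mouse at 86.9%.

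In female mice 72 genes were DEGs by LL genotype, 40 higher and 32 lower, and 1427 genes had an unadjusted p below 0.05. The count fell to 3 with edgeR (Narf, Sash1 and Ptpn3, the last 2 named only for this) and to 11 with fragment length as a term. It was 270 without female PP 4, 128 without female LL 2 and 28 without female PP 5, and from 28 to 42 in 6 of the 10 fits that left out a female library. Without female PP 4 every female LL library had shorter fragments than every female PP library, so the 270 cannot be credited to genotype alone. Without female LL 3, which also removes that overlap, the count was 91. Narf had a log2 fold change of -0.89 ± 0.16 (SE; DESeq2 adjusted P = 5.77e-05) and kept an adjusted P below 0.05 under all 27 alternatives, up to 0.0469. Egfr (ENSMUSG00000020122, chromosome 11, 16702198 to 16868158) fell from 2053 ± 596 to 930 ± 424 normalized counts (log2 fold change -1.14 ± 0.31, DESeq2 adjusted P = 0.0335) and lost its call in 11 of 27 alternatives. Sap18, Sod1, Cmbl and Ppp1cc were higher, with log2 fold changes of 0.69, 0.60, 0.58 and 0.57. Their calls were lost in 10, 6, 10 and 8 of 27 alternatives, in that order. Ppp1cc shared 60.7% of its words with other genes. Cyp39a1 was lower (log2 fold change -0.84 ± 0.23, DESeq2 adjusted P = 0.0390). Eif4a-ps4, a processed pseudogene with 98.0% of its words in other genes, had a log2 fold change of -1.38. Ahcyl (chromosome 16, 45973348 to 45975440) had 406 ± 379 normalized counts in female PP mice and 0 in all 5 female LL libraries, at least 134-fold lower against a floor of 3 counts per library. It shares 95.2% of its words with other genes. The sum of Ahcy and Ahcyl was 8018 ± 1037 in female PP and 9909 ± 3049 in female LL mice (SD, n = 5 each, exact permutation p = 0.222).

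The female genotype difference followed transcript length across genes. The Spearman rho of the log2 fold change with the mean transcript length of a gene was -0.40 in females and -0.11 in males, over 10938 genes, which are not independent replicates. DEGs higher in female LL mice had a median transcript length of 1196 bases and those lower 4344 bases, against 2633 bases for all tested genes. The fragment length of the libraries differed in the same comparison. It was 448 ± 108 bases in female PP and 292 ± 52.1 bases in female LL mice (SD, n = 5 each, exact permutation p = 0.0159), and 518 ± 95.7 bases in male PP and 407 ± 156 bases in male LL mice (SD, n = 4 each, exact permutation p = 0.286). The share of counts on mitochondrial genes was 10.2% ± 1.11 in female PP and 12.5% ± 1.34 in female LL mice (SD, n = 5 each, exact permutation p = 0.0317), and 9.50% ± 1.00 in male PP and 12.6% ± 3.73 in male LL mice (SD, n = 4 each, exact permutation p = 0.171). As genotype and fragment length overlap by 1 library on each side when the 10 female libraries are ordered by length, a comparison within libraries of like length held too few mice. In the fit with fragment length as a term rho was -0.25, and 8 of the 72 genes were called. With the average transcript length as an offset rho was -0.17, and 18 of the 72 genes were called.

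**Figure D3:**
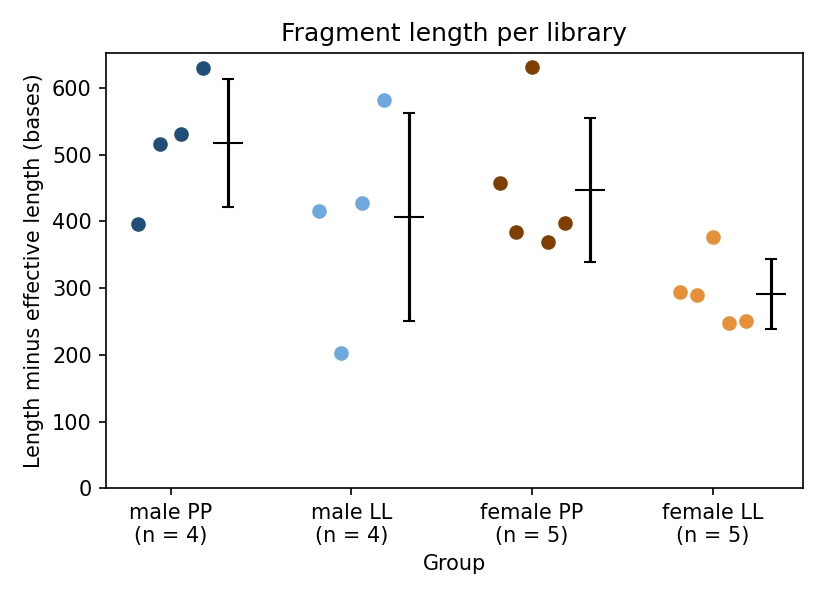
Fragment length of each library in bases (y axis), taken as the transcript length less the effective length, by group (x axis). Points are libraries and bars are the mean and SD, and 4 of the 5 female LL libraries lie below all female PP libraries.

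**Figure D4:**
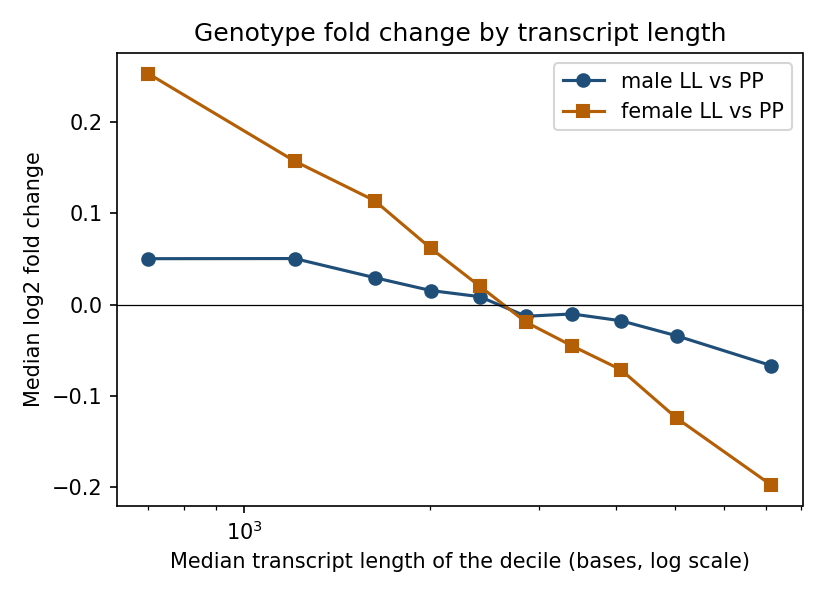
Median log2 fold change by LL genotype (y axis) in 10 classes of genes by transcript length (x axis, log scale, bases), for males (circles) and females (squares). The female medians run from 0.25 in the class with the shortest transcripts to -0.20 in that with the longest, and the male medians from 0.05 to -0.07.

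The 2 sexes were then compared. Of the male DEGs, 16 of the 23 higher and 4 of the 8 lower genes had the same sign in females. Across all tested genes the 2 genotype effects had a Pearson r of 0.10 and a Spearman rho of 0.20, with a jackknife SD of 0.15 over libraries. One gene was a DEG in both sexes. Ern1 had a log2 fold change of -0.66 ± 0.19 in males (DESeq2 adjusted P = 0.0471) and -0.71 ± 0.17 in females (DESeq2 adjusted P = 0.00581), and its male call was lost in 12 of 16 alternatives. The genotype by sex interaction, which tests the difference itself, called 13 genes, 7 with a higher effect in females and 6 with a lower one, and 620 genes had an unadjusted p below 0.05. The count was 0 with edgeR, where 676 genes had an unadjusted p below 0.05, and 3 without female PP 3. The interaction genes with the smallest adjusted P among those with enough counts were Ahcyl, Alb, Cyp4a14, Afm and Ube2l6. Of these, Cyp4a14 is also a male DEG, and its call in the interaction was lost in 12 of 26 alternatives. The interaction call was lost in 18 of 24 alternatives for Ube2l6, 15 of 26 for Afm, 11 of 26 for Alb and 1 of 26 for Ahcyl.

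Gene lists were tested as wholes, and 5 of 30 tests had an adjusted P below 0.05. In males the lipogenesis genes were higher (12 of 13 genes, median log2 fold change 0.74, fry adjusted P = 0.00151). Adjusted over the list alone 10 of these genes were below 0.05, and over all genes 5 were DEGs (Scd1, Elovl5, Fads1, Fads2 and Me1). The 6 ChREBP targets were all higher in males (median 1.16, fry adjusted P = 0.00134), with 6 genes below 0.05 adjusted over the list alone and 3 over all genes. The study chose these on the same libraries, so the list is not independent evidence, and 3 of the 6 are also in another list. The acute-phase genes were lower in males (12 of 12 genes, median -0.94, fry adjusted P = 0.0183), with 6 genes adjusted over the list alone and 3 over all genes (Saa1, Saa2 and Lbp). The adjusted P of that list was 0.0693 without male LL 1 and 0.0662 without male LL 3. The effects on the ChREBP list (fry adjusted P = 0.00134) and on lipogenesis (fry adjusted P = 0.0173) differed between the sexes in the interaction. All 5 calls held under camera with an estimated correlation.

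No other list had an adjusted P below 0.05 in males. The PPARα targets were higher in all 14 genes (median 0.79, fry adjusted P = 0.157), with 8 genes adjusted over the list alone and 3 over all genes (Cyp4a14, Acot3 and Ehhadh). Without male LL 4 the adjusted P of this list was 0.00251. The male-biased genes had a median of -0.62 (fry adjusted P = 0.365; 0 genes over the list alone and 0 over all genes, 3 at an unadjusted p below 0.05). The female-biased genes had a median of 0.67 (fry adjusted P = 0.642; 5 genes over the list alone and 3 over all genes). Cholesterol synthesis had a median of -0.09 (fry adjusted P = 0.971; 1 gene over the list alone and 0 over all genes, 3 at an unadjusted p below 0.05), and the clock output and opposite-phase clock lists had adjusted P of 0.723 each with 0 genes at an unadjusted p below 0.05. In females no list had an adjusted P below 0.05. The male-biased genes had a median of -0.75 in females (fry adjusted P = 0.642). Of these 15 genes 2 were higher, 7 had an unadjusted p below 0.05 and 0 passed over the list alone. The PPARα targets were higher in all 14 genes there too (median 0.30, fry adjusted P = 0.642), the lipogenesis genes had a median of 0.05 (fry adjusted P = 0.971), the ChREBP list -0.16 (fry adjusted P = 0.642) and the acute-phase genes 0.16 (fry adjusted P = 0.966). In the interaction the acute-phase genes had an adjusted P of 0.0694.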

Values the study reported

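The study reported 45 DEGs by LL genotype in the livers of male mice, 24 of them up-regulated and 21 down-regulated. It stated that 17 of the 24 and 9 of the 21 lay in the direction of the difference between the sexes. No DEG was reported as common to males and females. As a percent of male PP mice, the counts of 21 Mup genes were reported to average 43% in male LL, 13% in female PP and 6% in female LL mice. Hepatic Gckr mRNA at 14 weeks was described as similar in LL and PP mice.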

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

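The tests on Saa1, Saa2, the acute-phase list and Ahcyl in this part were chosen after the result was seen, while the tests on splits of the mice were planned. In 168 groups of mice checked for a mouse far from the others, 12 had one, and chance gives about 8.4, or 1 in 20. A single such mouse is therefore weak evidence on its own.

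Male PP 2 stood far above the other male PP mice in Saa1, with 12575 normalized counts against 2043 in the next mouse, and in Saa2, with 7007 against 461. For Saa1, this library as the only cause is argued against, as the gene was still called without it (DESeq2 adjusted P = 0.00914, against a range of 8.36e-06 to 0.139 over the alternatives). For Saa2, the lower level in male LL mice may come from this library, as the DESeq2 adjusted P without it was 0.420, the highest over the alternatives, which went down to 0.000128. The acute-phase list did not rest on male PP 2, since without it the fry adjusted P was 0.00437, in a range of 0.00437 to 0.0693 over the alternatives. Saa1 and Saa2 share many words with other genes, so reads may have moved between them, but both were high in the same mouse. An acute-phase response in that mouse or in male PP mice as a group stays open, as does an effect of genotype. In male LL mice, Saa2 was highest in male LL 4, with 299 normalized counts against 104 in the next mouse.

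Other mice stood apart from the rest of their own group only, and no explanation specific to them was tested. Within male LL mice, Gckr was highest in male LL 1 at 515 normalized counts, against 468 in the next mouse, and Ern1 in male LL 4 at 104 against 99.9, both small gaps in groups with little spread. Ube2l6 was lowest of male LL in male LL 3 at 211 against 264. Within male PP mice, Egfr was lowest in male PP 4 at 3056 normalized counts, against 4196 in the next mouse, and Lepr in male PP 2 at 2.10, where counting error alone is of that size. Within female LL mice, Cyp17a1 at 1017 and Enpep at 481 normalized counts were both highest in female LL 3, and Lepr at 74.0 in female LL 4. Within female PP mice, Cmbl was highest in female PP 4 at 968. The labels name no batch.

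The DESeq2 interaction test called 13 genes. The 5 described here had the smallest adjusted P among those with enough counts, and 5 was the limit of the naming rule. The difference of the female from the male log2 fold change was -3.87 for Cyp4a14, -0.61 for Alb, -0.63 for Afm and 0.61 for Ube2l6. Ahcyl was called with an adjusted P of 0.000101. Genotype splits drawn at random within each sex argue for caution, as 12 of 50 splits, the real one included, gave at least as many interaction genes as the 13 found, so random splits of the mice reach the number of these genes often. For Ahcyl, at 0 in all female LL libraries, reads shared with near-identical genes are a candidate cause. It is 1 of 8 female DEGs at 0 in every library of a genotype, and all 8 had over 50% of their words in other genes. For Cyp4a14, Alb, Afm and Ube2l6, which share few words with other genes, sharing of reads has little room. Their calls were lost in 12 of 26, 11 of 26, 15 of 26 and 18 of 24 alternatives, so a true difference between the sexes is weakly supported and stays open.

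The effect on 2 gene lists differed between the sexes in the interaction, the ChREBP targets with a fry adjusted P of 0.00134 and lipogenesis with 0.0173. Leaving out any library kept both below 0.05, and over all alternatives their adjusted P went up to 0.00552 and 0.0407. The age of the mice as a term was among these. The first list was picked by the study for being higher in male LL mice of these libraries, which biases it towards a difference between the sexes, and Scd1 is in both lists. In lipogenesis the direction was lower in females relative to males in 13 of 13 genes. Fragment length as a term did not remove either call. An effect of genotype that depends on sex stays open for lipogenesis as a hypothesis, and differences in feeding state at the time of culling were not tested.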

How the results depend on the processing

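The fragment length term and DESeq2 without independent filtering were chosen after seeing the data, and all other alternatives were planned. Where no cause is given below, the cause was not tested.

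With edgeR's quasi-likelihood test the male LL against PP count was 3, the female count 3, the interaction count 0 (676 genes at an unadjusted p below 0.05), the male DEGs shared with the sex DEGs 3 and those shared between males and females 0. The sex contrasts stayed within 1.5 times, at 573 and 468. In simulated data edgeR made 130 calls in the male contrast against 159 with DESeq2, and with no gene changed DESeq2 made 6.4 calls on average and edgeR 0. The simulation used DESeq2 dispersions and changes of 2-fold, larger than those of many male DEGs. It therefore cannot decide the cause of a fall of this size, which was not tested. With the average transcript length as an offset the male count was 53 (28 higher and 25 lower), the female count 28 (11 higher and 17 lower), the number shared with the sex DEGs 29 and that shared between the sexes 0. With age as a term the female count was 44 and 0 genes were shared between the sexes. In males that fit called 37 genes, 16 higher and 21 lower. With fragment length as a term the female count was 11, the count between female LL and male LL mice 429, and 0 genes were shared between the sexes. Without independent filtering the interaction count was 8. In the fits of the 2 groups alone 2 genes, Egfr and Gm46620, were DEGs in both sexes. Of the 31 male DEGs, 15 were kept with the length offset and 17 with age as a term. With fragment length as a term 16 were kept, and 18 in the fit of the males alone.

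Labels share numbers between groups. Libraries with the same number did not deviate together, since over 25 such pairs the median correlation of deviations was 0.02 (-0.22 to 0.21), against -0.02 for other pairs. With the replicate number as a block, a paired analysis of mice that share only a number, 2 genes were DEGs in both sexes, again Egfr and Gm46620. The block gave 34 male and 54 female DEGs.

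Directions that reversed were in differences near 0 that were not called. On the log2 scale, Cyp17a1 in female LL against PP mice was -0.0151 with age as a term, and Scd1 and Tns3 in females were 0.0566 and 0.0342 with fragment length. As a median over mice the Mup level of female LL mice was 7.41%, above the female PP median of 6.70%, because 2 female PP mice with higher levels raised the mean.

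Each of 18 fits left out 1 library. The male count ranged from 20 to 60, the female count from 28 (without female PP 5) to 270 (without female PP 4), the interaction count from 3 to 27, the number shared with the sex DEGs from 13 to 35 and that shared between the sexes from 0 to 4. Without female PP 4 the female PP and female LL libraries no longer overlapped in fragment length. As a share of TPM the Gckr-202 difference between female LL and PP mice was -0.41 percentage points, with the same sign but no longer called. As a share of counts it ranged over these fits from -8.92 to -5.72 percentage points, with a p above 0.05 in 3 fits. The genotype share of distance in females ranged from 16.7% to 23.2%. The Mup level of female PP mice ranged from 9.11% to 33.0% of male PP. The upper value came without male PP 4, since Mup10 was then measured against male PP mice with 1119 to 5607 normalized counts, while female PP 1 had 63201. In female LL against PP mice the log2 fold change ranged from -0.11 to 0.0570 for Gckr, from -0.25 to 0.29 for Cyp17a1 and from -0.62 to 0.0162 for Scd1.

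The lower Mup level of male LL mice kept its exact permutation p of 0.0286 in every alternative, but this is the smallest possible p, and the fits without a female library could not change it. TMM factors within DESeq2 kept 26 of the 31 male and 69 of the 72 female DEGs. Results on single named genes were counted once per contrast, and results that were not called were included. With TMM factors 58 of these results kept their status, called or not, while Ern1 and Prg4 in males no longer had an adjusted P. Results that an alternative left without an adjusted P are not in the counts that follow. Among results on single genes, edgeR weakened 34 and strengthened 1, and the length offset weakened 18 and strengthened 5. Fragment length as a term weakened 19 and strengthened 2. Age weakened 12 and strengthened 1, the block weakened 6 and strengthened 1, no independent filtering weakened 9 and strengthened 1, and no low-count filter weakened 6 and strengthened 2. No gene list changed its call under camera, age, the block or fragment length. Genes such as Lepr, with 4.02 normalized counts in male PP mice, were tested but had an adjusted P only where the filtering kept them. The adjusted P of Lepr in males was 5.07e-05 without independent filtering.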

Other observations

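The tests on the order of the female libraries by fragment length, on genes at 0, on Mup10 and Mup22, on the most changed male genes and the sex difference, and the fit with fragment length as a term were chosen after the result was seen. The other tests in this part were planned.

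The number of male DEGs by LL genotype was not rare among groupings of the same mice. Of the 35 splits of the 8 male libraries into 4 and 4, 3 gave at least 31 DEGs, the real split included, and the median of the others was 7.5. For genes at an unadjusted p below 0.05 the real split, with 854, was the highest of 35. The counts of DEGs between the sexes were each reached by 1 of 50 splits, the real one. Age is argued against as the explanation of the male DEGs. With age as a term the 31 genes kept 99.2% of their log2 fold change at the median and all 31 kept their sign, though 17 were still called. A true effect of genotype and differences between cages or litters stay open, as the labels name neither.

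In females 2 of 80 splits of the 10 libraries gave at least 72 DEGs. The other one gave 214, and it is the split into the 5 libraries with the shortest fragments (female LL 1, 2, 4 and 5 with female PP 4) and the 5 with the longest. A candidate explanation for part of the female DEGs is therefore a technical difference in fragment length rather than genotype. The log2 fold changes by genotype followed transcript length with a rho of -0.40, as this predicts, and called higher genes had short transcripts. With fragment length as a term 11 genes were called, 8 of them among the 72. With the average transcript length as an offset 28 genes were called, 18 of them among the 72, and rho was -0.17. Libraries with shorter fragments may also come from RNA of lower integrity, but no integrity values were at hand here. Genotype and fragment length overlap in these libraries, so a female effect of genotype stays open. Narf kept its call under all alternatives, fragment length included.

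Several female DEGs were absent from every library of a genotype. There were 8 of these, among them Ahcyl, Nme1nme2 and Tmed2b, which were named after their values were seen. All 8 had over 50% of their 31-base words in other genes, a property of 5.49% of tested genes, so reads that Salmon assigned to a near-identical gene in the other libraries are a candidate explanation. Among all 72 female DEGs 19.4% had such sharing, and among the 31 male DEGs 3.23%.

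The lower Mup level in male LL mice was tested against technical explanations. Reads moved among the Mup genes that were summed cannot lower their sum, and the sum was lower too (exact permutation p = 0.0286). Mup copies left out by the naming rule or the count minimum are not in this sum, so reads moved to those were not tested. On age, the lowest male PP mouse of 14 weeks, male PP 4, had 86.9% of the male PP mean against a highest male LL value of 59.4%. By the summed count the gap was small, at 72.0% in male PP 4 against 68.2% in male LL 3. Male PP 3, also of 14 weeks, was at 110% by the sum. Age is therefore argued against only weakly, as few male PP mice were of that age. The male DEGs that resemble the sex difference were tested against the male PP libraries that both contrasts share, by the number of sex DEGs of the same sign among the 31 genes with the smallest p. It was 22, against at most 14 in any simulation. Simulated genes vary independently, so real mice were reassigned as well, and 1 of the 70 assignments of the males, the real one, gave as many. Chance values shared through the male PP libraries are thus argued against. A shift of the male LL liver towards the female pattern is compatible with both results and is offered as a hypothesis only. Cyp4a14 and Acot3 are examples. The male call of Cyp4a14 was lost in 1 of 27 alternatives and that of Acot3 in 13 of 26. Acot3 also shares 28.25% of its words with other genes. The fixed lists of female-biased and male-biased genes did not pass their tests, and the number of male DEGs was not rare among splits, which argue for caution, as does the number of shared DEGs, at least 19 in 3 of the 70 assignments.

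Within the Mup family, male PP 4 had an unusual make-up. Mup10 had 195579 normalized counts there and 1119 to 5607 in the other male PP mice, while Mup22 had 0 there and 297393 to 403085 in the others. Female PP 1 also had high Mup10, at 63201. These genes have 89.3% and 94.2% of their words in other genes and were named after their values were seen. Reads moved between Mup10 and Mup22 may explain this, but the sum of both genes in male PP 4 was 195579, below the 298566 to 404205 of the other male PP mice. The Mup sum of that mouse was also the lowest of male PP, at 72.0%, so a move of reads cannot be told apart from a difference in the Mup cluster carried by that mouse, such as a strain variant.

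Here 8 of the 31 male DEGs were lower in male LL mice, and 18 of 37 in the fit of the males alone, 21 with age or fragment length as a term, 25 with the length offset and 13 without independent filtering. The first of these counts is lower than the study reported, and whether the authors fitted males alone is not known. Of the 8 lower genes, 3 were also DEGs in the direction of the sex difference. That is also fewer than the study reported, out of fewer lower genes. Here 1 gene, Ern1, was called in both sexes. The study named none.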
